# Pao Pereira extract suppresses benign prostatic hyperplasia by inhibiting inflammation-associated NFκB signaling

**DOI:** 10.1186/s12906-020-02943-2

**Published:** 2020-05-16

**Authors:** Yu Dong, Jiakuan Liu, Zesheng Xue, Jingya Sun, Zhengnan Huang, Yifeng Jing, Bangmin Han, Bing Shen, Jun Yan, Ruimin Huang

**Keywords:** Pao Pereira extract, BPH, NFκB, Inflammation, Extracellular matrix

## Abstract

**Background:**

Our previous study revealed the extract from the bark of an Amazonian tree Pao Pereira can suppress benign prostatic hyperplasia (BPH) in a rat model. Herein, we examined its inhibitory effects on human BPH cells and dissect its molecular mechanism.

**Methods:**

We applied Pao extract to human BPH epithelial BPH-1 and prostate myofibroblast WPMY-1 cells. Cell viability, apoptosis and immunoblotting were performed, followed by gene expression profiling and gene set enrichment analysis (GSEA) to detect the differentially expressed genes and signaling pathway induced by Pao extract. Human ex vivo BPH explant organ culture was also used to examine the effects of Pao extract on human BPH tissues.

**Results:**

Pao extract treatment inhibited viability and induced apoptosis in human BPH-1 and WPMY-1 cells. Gene expression profiling and the following validation indicated that the expression levels of pro-apoptotic genes (*eg. PCDC4*, *CHOP* and *FBXO32*) were induced by Pao extract in both two cell lines. GSEA further revealed that Pao extract treatment was negatively associated with the activation of NFκB signaling. Pao extract suppressed the transcriptional activity of NFκB and down-regulated its target genes involved in inflammation (*CXCL5*, *CXCL6* and *CXCL12*) and extracellular matrix (ECM) remodeling (*HAS2, TNC* and *MMP13*) in both cultured cells and human ex vivo BPH explants.

**Conclusion:**

In both BPH epithelial and stromal cells, Pao extract induces apoptosis by upregulating the pro-apoptotic genes and inhibiting the inflammation-associated NFκB signaling via reducing phosphorylation of NFκB subunit RelA. Our data suggest that Pao extract may be a promising phytotherapeutic agent for BPH.

## Background

Benign prostatic hyperplasia (BPH) is a non-malignant enlargement of the prostate gland that is common in older males. About 70% of men over 70 will develop BPH [1]. Due to the excessive proliferation of the epithelial and stromal cells in the transition zone and periurethral glands, the enlarged prostate ultimately induces lower urinary tract symptoms (LUTS) including urgency and difficulty of urination [2, 3]. Moderate-to-severe LUTS have significant influences on the patients’ quality of life. The etiology of BPH is multi-factorial, including sex hormones, smooth muscle and inflammation [4]. Currently, medications for BPH/LUTS primarily target sex hormone synthesis and relief of tension in smooth muscle. However, alpha-blockers and 5α-reductase inhibitors (5-ARIs) induce non-trivial adverse side effects including asthenia and ejaculatory dysfunction [5]. Hence, more effective agents with fewer side effects are needed.

Chronic inflammation has been implicated in BPH development, as manifested by the infiltration of immune cells, including activated T cells and macrophages into human BPH tissues [6]. It was reported that chronic prostatic inflammation was associated with a larger prostate volume and a higher International Prostate Symptom Score (IPSS) [7].

Pao pereira (*Geissospermum vellosii*) is an Amazon rainforest tree, and its bark extract is used to treat malaria, digestive disorders and cancers. Pao extract is rich in β-carboline alkaloids [8] and exhibited anti-proliferative activities against melanoma and glioblastoma, ovarian cancer and pancreatic cancer [9–13]. Our previous study showed that Pao extract decreased human prostate cancer cell growth via inducing apoptosis [14]. Recently we found that Pao extract can attenuate BPH development in a rat model [15]. However, the molecular mechanism remains largely unclear.

In this study, we investigated the effects of Pao extract on human BPH epithelial cells (BPH-1) and stromal cells (WPMY-1). We found that Pao extract suppressed the growth of BPH-1 and WPMY-1 cells, and induced apoptosis via inhibition of NFκB signaling pathway. An ex vivo human BPH explant was also exploited to test the effects of Pao extract. These findings suggest that Pao extract may be a very promising therapeutic agent for BPH.

## Methods

### Cell lines, human BPH tissues and reagents

Human BPH-derived prostate epithelial BPH-1 cell line was kindly provided by Dr. Simon Hayward (Vanderbilt University Medical Center, Nashville, TN, USA). Human prostate myofibroblast WPMY-1 cell line was purchased from the Cell Bank of Type Culture Collection of Chinese Academy of Sciences (Shanghai, China). BPH-1 and WPMY-1 cells were cultured in RPMI 1640 (Corning, New York, NY, USA) and DMEM medium (Corning), respectively, containing 10% fetal bovine serum (FBS; Life Technologies, Carlsbad, CA, USA) and penicillin-streptomycin (S110JV, BasalMedia, Shanghai, China). Passage number of BPH-1 and WPMY-1 cell lines was less than 20 for all the cell-based experiments. The study protocol using human BPH tissues was approved by the Ethics Committee of Shanghai General Hospital, Shanghai Jiaotong University. Human BPH tissues were collected also with patients’ consent. Pao extract was from Natural Source International (New York, NY, USA). Briefly, the extract was prepared with aqueous alcoholic extraction of the bark of the plant Pao Pereira, which was then transformed into a free-flowing powder by spray drying. It contained 54% β-carboline alkaloids, including flavopereirine, by high-performance liquid chromatography [13, 15]. The Pao extract was dissolved in DMSO and diluted with sterile phosphate buffered saline (PBS) to 50 mg/ml as a stock solution and stored at − 80 °C until use. The final concentration of DMSO was less than 6% (v/v).

### Antibodies

Primary antibodies targeting the following proteins were used: Caspase-3 (#9662, Cell Signaling Technology (CST), Danvers, MA, USA, 1:1000), Cleaved Caspase-3 (#9661, CST, 1:1000), PARP (#9532, CST, 1:1000), Cleaved PARP (#5625, CST, 1:1000), NFκB/p65 (#8242, CST, 1:1000), Phospho-NFκB/p65(Ser536) (#3033, CST, 1:1000), PDCD4 (12587–1-AP, Proteintech, Rosemont, IL, USA, 1:1000), β-Actin (A2228, Sigma-Aldrich, St Louis, MO, USA, 1:5000), and CHOP (#2895, CST, 1:1000). Peroxidase AffiniPure goat anti-mouse IgG (H + L) (115–035-003, 1:2500) and peroxidase AffiniPure goat anti-rabbit IgG (H + L) (111–035-003, 1:2500) were purchased from Jackson ImmunoResearch (West Grove, PA, USA) and used as the secondary antibodies.

### Cell cytotoxicity assay

BPH-1 cells (1.5 × 10^3^ cells/well) and WPMY-1 cells (2.5 × 10^3^ cells/well) were seeded into 96-well plates in triplicate. The next day Pao extract with different concentrations was added into culture medium. 24, 48 and 72 h later, the cells were fixed with 10% trichloroacetic acid (TCA; Sigma-Aldrich) over 4 h and stained with 4 mg/ml sulforhodamine B (SRB; Sigma-Aldrich) in 1% acetic acid. 10 mM Tris base solution was used to dissolve the protein-bound dye. Optical density (OD) at 560 nm was determined by a microplate reader (SpectraMax M5, Molecular Devices, Sunnyvale, CA, USA).

### Apoptosis assay

Apoptosis assay was performed using FITC Annexin V Apoptosis Detection Kit I (#556547, BD Biosciences, Franklin Lakes, NJ, USA). BPH-1 and WPMY-1 cells were seeded into 6-well plates at densities of 5 × 10^4^ cells/well and 1 × 10^5^ cells/well, respectively. The next day, the medium was replaced with fresh medium and the cells were treated with Pao extract or cisplatin (5 μM, a positive control) for 72 h. Then the floating and adherent cells were collected, washed with PBS twice and re-suspended in 1 × Binding Buffer as 1 × 10^6^ cells/ml. 100 μl cell suspension was stained with 5 μl of FITC-Annexin V and 5 μl propidium iodide (PI) for 15 min at room temperature in the dark. Flow cytometry analysis was performed with a FACS Calibur flow cytometer (BD Biosciences) and cell death patterns were quantified (Figure S1) with FlowJo software (version 10.0.7r2, Ashland, OR, USA).

### Gene expression profiling analysis

BPH-1 and WPMY-1 cells were treated with Pao extract for 24 h, and total RNA was extracted with TRIzol reagent (Life Technologies). Affymetrix GeneChips (Human Transcriptome Array 2.0) were used for the gene expression profiling analysis (Shanghai Baygene Biotechnologies, Shanghai, China). The raw and normalized microarray data from this study can be accessed at GSE128856 in NCBI GEO Datasets. Gene Set Enrichment Analysis (GSEA) was performed using the GSEA software (v3.0, http://software.broadinstitute.org/gsea/index.jsp) [16] to determine the association between the priori defined gene sets in the Molecular Signatures Database (MSigDB) and the different changes of genes induced by Pao extract treatment. The number of permutations was 1000. Enrichment statistic was weighted and the ranking metric was the difference of class means (Diff_of_Classes). Normalized enrichment score (NES) ≥ 1 and the false discovery rate (FDR) < 0.25 were used as the cutoff.

### Western blotting

Cells were lysed with 2% SDS lysis buffer and total protein was quantified with the Enhanced BCA Protein Assay Kit (P0009, Beyotime, Shanghai, China). 10 ~ 20 μg total protein was separated on an SDS-PAGE gel and transferred onto a polyvinylidene difluoride (PVDF) membrane (Millipore, Billerica, MA, USA). The membranes were blocked with 5% bovine serum albumin (BSA; FA016, Gen-view Scientific, Houston, TX, USA) and incubated with the primary antibodies overnight at 4 °C. Then the membranes were incubated with horseradish peroxidase (HRP)-conjugated secondary antibodies for 1 h at room temperature. The signals were developed with SuperSignal West Pico PLUS Chemiluminescent Substrate (Thermo Fisher Scientific, Waltham, MA, USA) and detected by the Mini Chemiluminescent Imaging and Analysis System (Beijing Sage Creation Science, Beijing, China).

### RNA isolation and quantitative real-time PCR

The total RNA from cells was extracted using TRIzol, according to the manufacturer’s instructions. RNA was dissolved in DEPC-treated water (Sangon Biotech, Shanghai, China). The concentration and purity of RNA were measured with a NanoDrop One Microvolume UV-Vis Spectrophotometer (Thermo Fisher Scientific), and RNA was kept at − 80 °C. Residual DNAs in total RNAs were removed and cDNAs were synthesized by Hifair II 1st Strand cDNA Synthesis SuperMix (11123ES60, YEASEN, Shanghai, China) following the manufacturer’s protocol. Quantitative real-time PCR was performed by ChamQ Universal SYBR qPCR Master Mix (Q711–02, Vazyme, Nanjing, China) using a CFX96 Touch Real-Time PCR Detection System (Bio-Rad, Hercules, CA, USA) with the reaction conditions: Stage 1, 95 °C for 30 s; Stage 2, 40 cycles of 95 °C for 10 s and 60 °C for 30 s; Stage 3, 95 °C for 15 s, 60 °C for 60 s and 95 °C for 15 s. Data analysis was performed using the ΔΔCt method. Fold change was determined in relative quantification units using *ACTB* gene for normalization. Primers were listed in Table S1.

### Dual-luciferase reporter gene assay

BPH-1 and WPMY-1 cells were seeded into 24-well plates (5 × 10^4^ cells/well). 200 ng 6 × NFκB-Luc plasmid and 50 ng pRL-CMV plasmid for each well were transfected into the cells at ~ 70% confluency by Lipofectamine 3000 (Invitrogen, Carlsbad, CA, USA) in the presence of FBS. Eight hours after transfection, Pao extract was added for 36 h (BPH-1 cells) and 40 h (WPMY-1 cells), respectively. Cell lysates were then measured by Dual-Luciferase Reporter Assay System (E1910, Promega, Madison, WI, USA). The ratio of firefly luciferase activity versus Renilla luciferase activity was determined for NFκB transcriptional activity.

### BPH ex vivo explant culture

Human BPH tissues (*n* = 4) were obtained from patients with a transurethral resection of the prostate at Shanghai General Hospital, Shanghai Jiaotong University. The BPH ex vivo explant culture was described previously [17, 18]. In brief, the BPH tissues were subdivided into 3–5 mm^3^ pieces and cultured on absorbable gelatin sponges (HSD-B, HUSHIDA, Nanchang, China) in 6-well plates containing 4 ml DMEM/F-12 (Corning) with 10% FBS, antibiotic /antimycotic solution (S120, BasalMedia), 0.01 mg/ml insulin (I1882, Sigma-Aldrich) and 0.01 mg/ml hydrocortisone (H0135, Sigma-Aldrich). Tissues were treated with Pao extract for 48 h at 37 °C. The tissues were washed with PBS twice and then grinded with the High Throughput Tissue Grinder (Scientz-48, Ningbo Scientz Biotechnology, Ningbo, China) in protein lysis buffer or TRIzol.

### Statistical analysis

Statistical analyses were performed using GraphPad Prism Software (version 8.0.1, GraphPad, San Diego, CA, USA). Two-tailed Student’s *t* test was used to compare the difference between two groups, and *P* < 0.05 was considered statistically significant.

## Results

### Pao extract inhibited proliferation of BPH-1 and WPMY-1 cells

To evaluate the effect of Pao extract on the growth of cells derived from the prostate, BPH-1 and WPMY-1 cells were exposed to Pao extract with dosages ranging from 125 to 500 μg/ml, and the cell proliferation were assessed by SRB assay. Pao extract treatment significantly reduced the adherent cell number at 48 h (Fig. 1a) and viability within 72 h (*p* < 0.05) in a concentration-dependent manner in both cell lines (Fig. 1b).

**Fig. 1:**
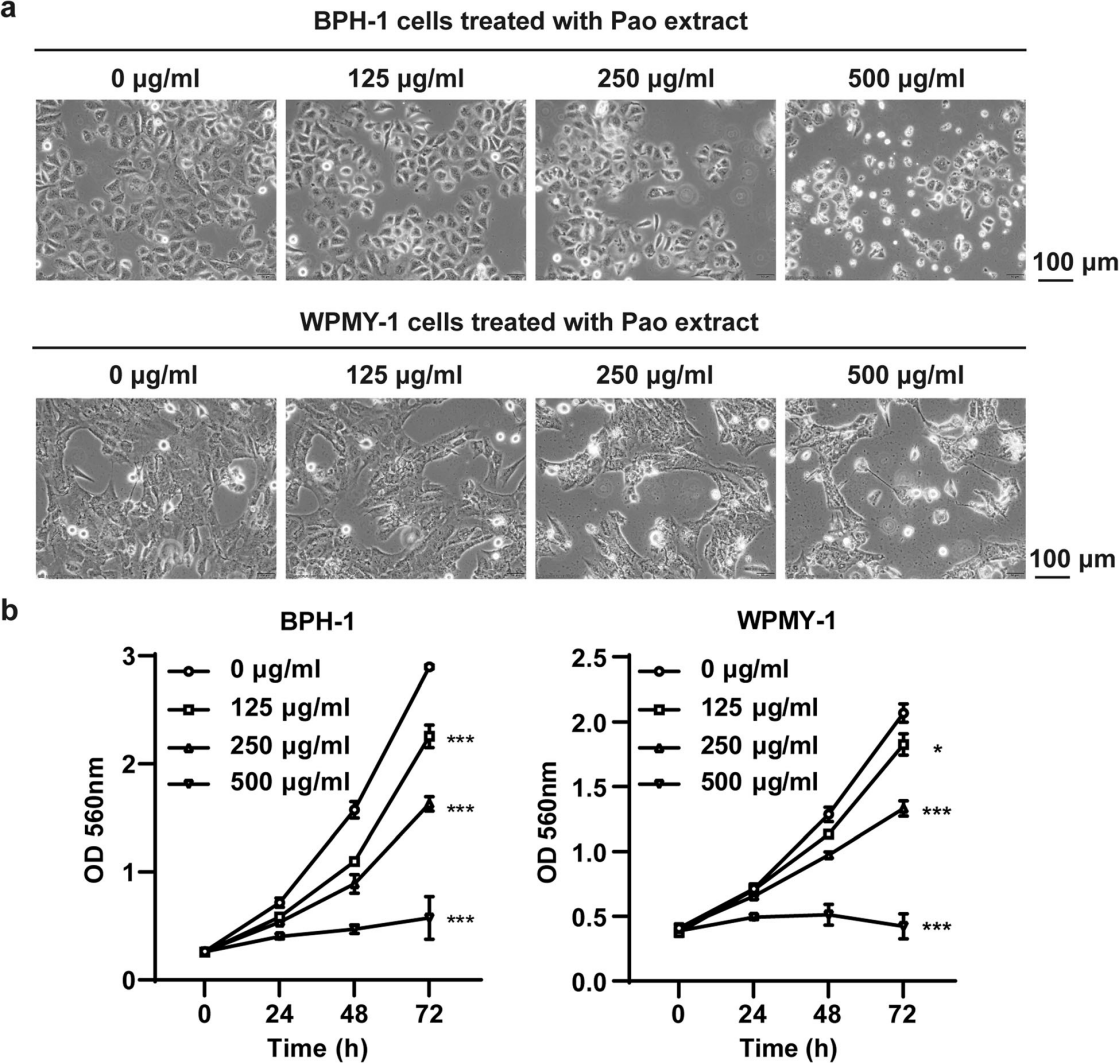
Pao extract inhibited the proliferation and induced apoptosis in BPH-1 and WPMY-1 cells. **a** Morphological changes of BPH-1 and WPMY-1 cells upon Pao extract treated for 48 h. **b** Effects of Pao extract on cell viability by the SRB assay. BPH-1 and WPMY-1 cells were treated with Pao extract at the indicated concentrations for 0, 24, 48 and 72 h. Data are presented as mean ± SD; * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001

### Pao extract induced apoptosis in BPH-1 and WPMY-1 cells

Flow cytometry analyses were performed to determine whether Pao extract could induce apoptosis in BPH-1 and WPMY-1 cells. After 72 h treated with Pao extract, both cells showed that the percentages of apoptotic cells were significantly increased in a concentration-dependent manner by Annexin V-FITC/PI double staining (Fig. 2a). Notably, apoptosis was detected in ~ 43% BPH cells and ~ 24% WPMY-1 cells under the Pao extract treatment at 500 μg/ml (Fig. 2b). Moreover, the levels of cleaved Caspase-3 and cleaved PARP were consistently increased in the Pao extract-treated cells (Fig. 2c).

**Fig. 2:**
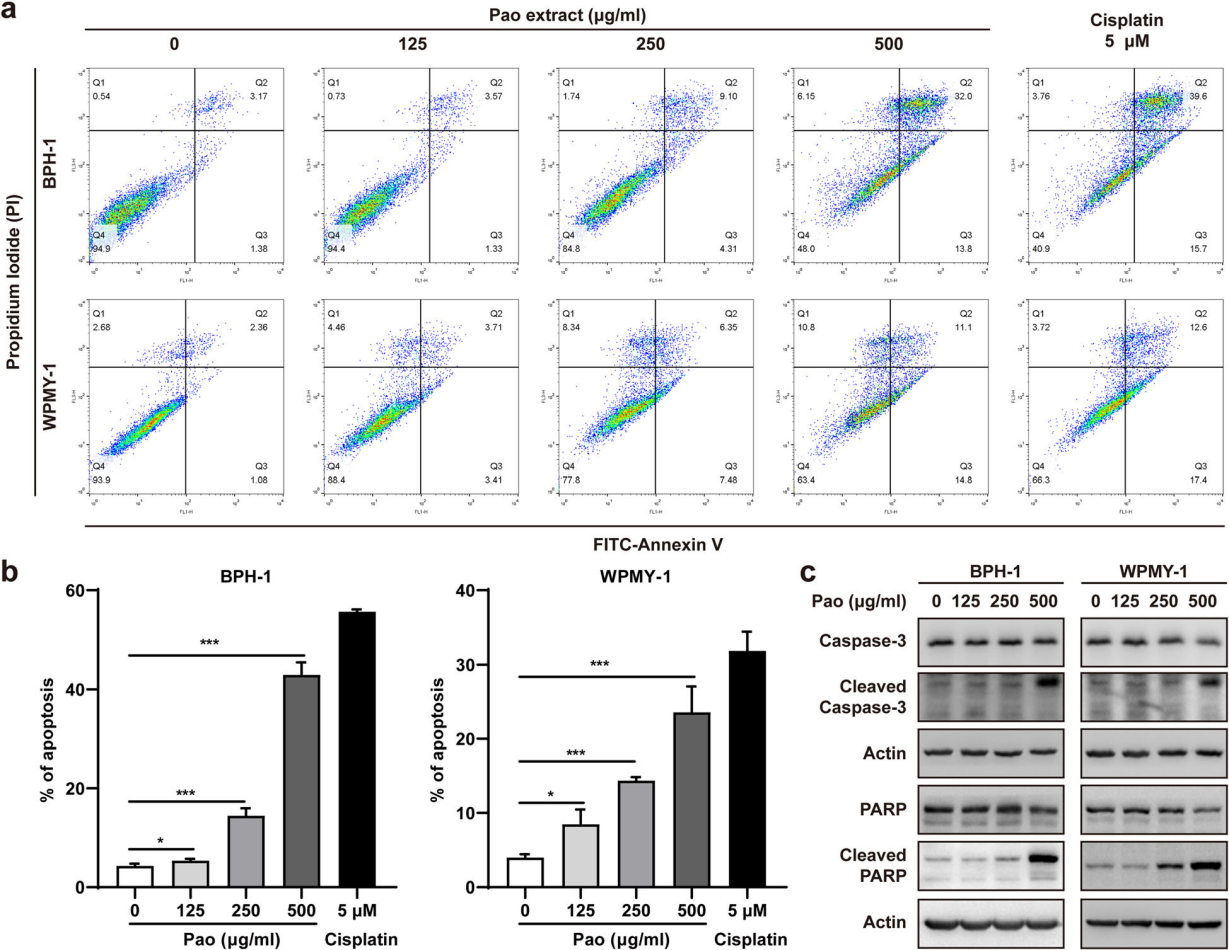
Pao extract induced apoptosis in BPH-1 and WPMY-1 cells. **a** Flow cytometry analysis on BPH-1 and WPMY-1 cells treated with Pao extract using an Annexin V-FITC/PI double staining kit. Representative plots were shown. **b** Quantification of cell death rates in BPH-1 and WPMY-1 cells treated with Pao extract. Annexin V-positive cells were defined as apoptotic cells. **c** Effects of Pao extract on the apoptosis-related proteins by Western blotting assay. Data are presented as mean ± SD; * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001

### Pao extract regulated the pro-apoptotic and inflammation-associated genes in BPH-1 and WPMY-1 cells

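Expression was measured on Affymetrix arrays in BPH-1 cells, an immortalized line of human prostate epithelium, and in WPMY-1 cells, an immortalized line of human prostate myofibroblasts. Each line had 2 arrays of vehicle-treated cells and 2 arrays of cells treated with 250 μg/ml Pao extract, the bark extract of *Geissospermum vellosii*, which makes 8 arrays in 4 groups. The legend of Fig. 3 and the sample labels give a treatment of 48 h, and the methods of the paper give 24 h. The sources used here do not say whether the 2 arrays of a group came from separate cultures, so the p-values measure only the spread between these arrays, which may be technical. The authors summarised the probes with RMA, which corrects the background, normalizes the arrays to a common distribution and gives log2 values. The deposited table holds 67528 probe sets, with a median between 4.503 and 4.573 on each array. Of these, 23781 probe sets are listed with 1 gene symbol and 1543 with several in the annotation used here, and 42204 are not listed there and stay unnamed. Each gene was represented by the probe set with the highest mean over the 8 arrays, which left 22465 genes. The log2 fold change is the mean of the Pao extract arrays minus the mean of the vehicle arrays, and it was tested with limma over all 8 arrays, with Benjamini-Hochberg adjustment within each line. The arrays of a group correlated with r between 0.995 and 0.997 over all probe sets. Markers of epithelium had a median log2 value from 8.01 to 8.09 on the BPH-1 arrays and from 5.56 to 5.82 on the WPMY-1 arrays. Markers of stroma had a median from 5.50 to 5.63 in BPH-1 cells and from 7.10 to 7.34 in WPMY-1 cells. Markers of leukocytes, which neither line should hold, lay between 4.37 and 4.65, below the median of all genes on every array (5.62 to 5.79). Log2 values near that level carry little signal over background. The level is a median, and single leukocyte markers lay higher, such as *TYROBP* at 6.16 in BPH-1 and 5.94 in WPMY-1 cells with vehicle. It is therefore a rough guide, and higher values may also be background. The number of arrays limits the precision, since an exact permutation test of 2 arrays against 2 cannot give a 2-sided p below 0.333.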

To investigate which genes were regulated by Pao extract in both BPH-1 and WPMY-1 cells, gene expression profiling was performed using the Affymetrix microarray chips. 

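In BPH-1 cells, 53 genes were at least 1.4-fold higher and 14 at least 1.4-fold lower after treatment with Pao extract, by the difference of the mean log2 values. The 10 largest increases with no overlap between the arrays of the groups were those of *SNORA2A*, *INSIG1*, *HMGCS1*, *FBXO32*, *SCD*, *STARD4*, *MSMO1*, *SCARNA3*, *ACAT2* and *ID4*, with log2 fold changes from 1.35 to 0.78. Of these, *INSIG1*, *HMGCS1*, *SCD*, *STARD4*, *MSMO1* and *ACAT2* belong to the synthesis or transport of cholesterol and fatty acids. The 10 largest decreases were those of *HAS2*, *MMP13*, *HTR1F*, *PTGS2*, *KRT6C*, *EPGN*, *EREG*, *GABBR2*, *TGM2* and *C4B*, from -1.04 to -0.59. Of these, *HTR1F* (3.18 and 2.24), *EPGN* (4.36 and 3.69) and *C4B* (4.53 and 3.94) lie near or below background in both groups, so their sizes and ranks carry little meaning. None of these 20 genes passed an adjusted p of 0.05 from limma, and the lowest adjusted p in this line was 0.091, for *STARD4*. In WPMY-1 cells, 88 genes were at least 1.4-fold higher and 142 at least 1.4-fold lower. Here 10 genes rose past the test. *SLCO4C1*, an organic anion transporter, went from 4.03 ± 0.18 to 5.79 ± 0.21 (SD, n = 2), a log2 fold change of 1.75 (standard error 0.12, adjusted p = 0.0098 from limma), which is read as a lower bound since the vehicle value lies at background. *HSD17B7*, an enzyme of cholesterol synthesis, had a log2 fold change of 1.196 (adjusted p = 0.043 from limma), and its pseudogene *HSD17B7P2*, whose probes may bind the same RNA, one of 1.36. *MVD*, *ACSS2*, *ERG28* and *FADS2*, further genes of sterol and fatty acid synthesis, rose by 1.14, 0.83, 0.66 and 0.60. The remaining increases past the test were those of *LY96*, the partner of the receptor TLR4, *MIR3119-1* and *LIPT2*, at 0.90, 0.65 and 0.60, with vehicle values of 3.74, 1.85 and 4.22 and Pao extract values of 4.64, 2.51 and 4.82. All 3 lie near or below background, so these sizes are not measures of expression. Past the test, 5 genes fell in WPMY-1 cells. They were *LIN7A* at -1.02, *MIR3136* at -0.81, *PAPPA*, a protease of insulin-like growth factor binding proteins, at -0.74, the cadherin *CDH6* at -0.73 and *RNU2-7P* at -0.73. *MIR3136* lies below background in both groups, at 4.18 and 3.37, and the Pao extract value of *RNU2-7P*, 4.30, lies there too. Larger differences that did not pass in this fit were those of *HAS2* (-1.18), *NREP* (-1.14), *LXN* (-1.10), *IFNE* (-1.04) and *WNT5A* (-1.02). At 1.4-fold, 20 genes were higher in both lines, where 0.208 would be expected by chance (Fisher's exact test, p = 1.3e-35 over 22465 genes, which are not independent replicates). Of these 20, 13 are on a list of cholesterol synthesis and uptake, which also holds the fatty acid genes *FASN* and *SCD*. The other 7 were *ANKRD1*, *HSD17B7P2*, *IDH1*, *KLHL24*, *MCOLN3*, *STX3* and *TP53INP1*. In BPH-1 cells *ANKRD1* lies near or below background in both groups, at 4.00 and 4.52. *HAS2*, which makes hyaluronan, was the gene lower in both lines, a count that lay from 1 to 7 when any 1 array was left out. No gene passed limma's test of a different response in the lines. At an unadjusted p under 0.05 from limma, 1017 and 585 did so, higher and lower in WPMY-1 cells, where about 562 each are expected by chance.

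In BPH-1 cells, 510 genes were higher and 417 lower at an unadjusted p under 0.05 from limma, and in WPMY-1 cells 1463 and 1049. About 562 are expected in each direction by chance if the arrays vary independently. The methods' t-test gave 575 and 583 in BPH-1 cells before and 0 and 0 after adjustment. The 2 groups of arrays did not overlap for 33.3% of all genes in BPH-1 cells and 43.6% in WPMY-1 cells. Chance gives 33.3% for independent arrays. In WPMY-1 cells these were 6070 genes higher and 3718 lower, with a median log2 fold change over all genes of 0.031. The excess thus lay on the higher side, and a shift of whole arrays was not told apart from a response of many genes. The 10 and 5 genes past limma in WPMY-1 cells became 3 and 1 after a further quantile normalization and 3 and 0 after centring each array on its median, and from 0 to 5 and from 0 to 4 when any 1 of the 8 arrays was left out. With a block for the replicate number of the arrays in each line, the counts in WPMY-1 cells were 98 and 125, so they depend on the fit in both directions. Arrays with the same number deviated together over genes (r = 0.50 between the groups of BPH-1 cells and 0.43 between those of WPMY-1 cells). The sources do not say what the number marks. Where an array is left out, its group rests on 1 array in place of a mean of 2. By construction this raises the spread of the differences, so a higher count does not single out an array. Without the second vehicle array of WPMY-1 cells, the genes past 1.4-fold numbered 201 and 377, and without the second Pao extract array of BPH-1 cells 106 and 29.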

Using 1.4-fold as the cutoff, 106 up-regulated genes and 68 down-regulated genes were identified in Pao extract-treated BPH-1 cells, comparing to the vehicle-treated cells (Fig. 3a, left panel); 212 up-regulated genes and 511 down-regulated genes were identified in Pao extract-treated WPMY-1 cells (Fig. 3a, right panel). Among them, several pro-apoptotic and inflammation-associated genes were induced by 250 μg/ml Pao extract treatment (Fig. 3b). 

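Of the 16 genes labelled for BPH-1 cells in Fig. 3b, 12 have a probe set with their symbol alone, and *PDCD4*, *KRT6A*, *KRT6B* and *AREG* were not analysed here. All 9 measured genes drawn as lower and all 3 drawn as higher had that direction, with no overlap between the arrays of the groups. *FBXO32*, a part of a ubiquitin ligase induced in muscle atrophy that the paper counts as pro-apoptotic, went from 5.59 ± 0.03 to 6.59 ± 0.0017 (SD, n = 2), a log2 fold change of 1.00 (standard error 0.16, adjusted p = 0.75 from limma). *FNIP1* had a log2 fold change of 0.58 and the interferon-induced *HERC5* one of 0.56. Among inflammation-associated genes, *PTGS2*, the inducible cyclooxygenase, had a log2 fold change of -0.77, and the growth factors *EPGN*, *EREG* and *HBEGF* had -0.67, -0.60 and -0.57. In WPMY-1 cells all 13 genes drawn as lower and all 3 drawn as higher had that direction. *DDIT3*, the stress-induced factor CHOP, went from 5.62 ± 0.35 to 6.13 ± 0.16 (SD, n = 2), a log2 fold change of 0.51 (standard error 0.16, adjusted p = 0.35 from limma), and *TP53INP1* had 0.50 and *TM7SF2*, a sterol reductase, 0.84. The thrombospondin *THBS1* had a log2 fold change of -1.01, *BLID* -1.02, *INHBA* -0.69, *IGFBP3* -0.58 and *HGF*, near background with Pao extract, -0.59. In the fit with 1 mean per group and no further term, no labelled gene passed an adjusted p of 0.05 in its line, with the lowest at 0.75 in BPH-1 cells and 0.11 in WPMY-1 cells, while some of them passed in another planned fit. These genes were chosen by the study on the same arrays, so their shared direction is not independent evidence.

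In the other line, *FBXO32* in WPMY-1 cells was 7.99 ± 0.26 with vehicle and 7.80 ± 0.32 with Pao extract (SD, n = 2), a log2 fold change of -0.19. In BPH-1 cells *DDIT3* had 0.43, from a vehicle value of 4.79 that lies just above background. Of 29 measured pro-apoptotic genes, listed before the data were examined, 23 lay above 0 in BPH-1 cells, none passed limma's test over all genes and 1, *FBXO32*, was higher when adjusted over the list alone. Their median log2 fold change was 0.03 (adjusted p = 2.0e-04 from limma's camera with a preset correlation of 0.01, adjusted p = 0.12 with an estimated correlation). Beside *FBXO32* and *DDIT3*, the largest values in BPH-1 cells were 0.56 for *TP53INP1*, just above background with vehicle at 4.75, and 0.48 for *TNFSF10*, which encodes TRAIL. In WPMY-1 cells 21 of the 29 lay above 0, with a median of 0.09 (adjusted p = 0.17 from camera), the pro-apoptotic *BLID* lowest at -1.02 and 0 past the test when adjusted over the list alone. Among 9 anti-apoptotic genes, *BCL2A1*, near background, was lower in BPH-1 cells when adjusted over the list alone, at -0.43, and in WPMY-1 cells *BCL2* and *BCL2L1* were higher, at 0.30 and 0.26, and *BIRC2* lower, at -0.20. The medians of that list were 0.02 and 0.06 (adjusted p = 0.80 and adjusted p = 0.49 from camera), and in BPH-1 cells its mean and test pointed below 0. Of 39 chemokines and cytokines, 26 lay below 0 in BPH-1 cells, with a median of -0.09 (adjusted p = 0.0034, or adjusted p = 0.21 with an estimated correlation). The lowest values after the CXC chemokines of Fig. 3b were -0.44 for *IL1B* and -0.41 for *CXCL8*, and 0 of the list passed when adjusted over the list alone. In WPMY-1 cells the median of these genes was 0.02, while their mean of -0.10 and the test lay below 0 (adjusted p = 0.024, or adjusted p = 0.28 with an estimated correlation). There 4 were lower when adjusted over the list alone, among them *IFNE* and *INHBA*, and *IL18* was higher at 0.63. This list and that of pro-apoptotic genes hold genes that Fig. 3b labels from these same arrays, such as *CXCL5* and *FBXO32*. The results of both lists are therefore not independent of the paper.

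**Figure D1:**
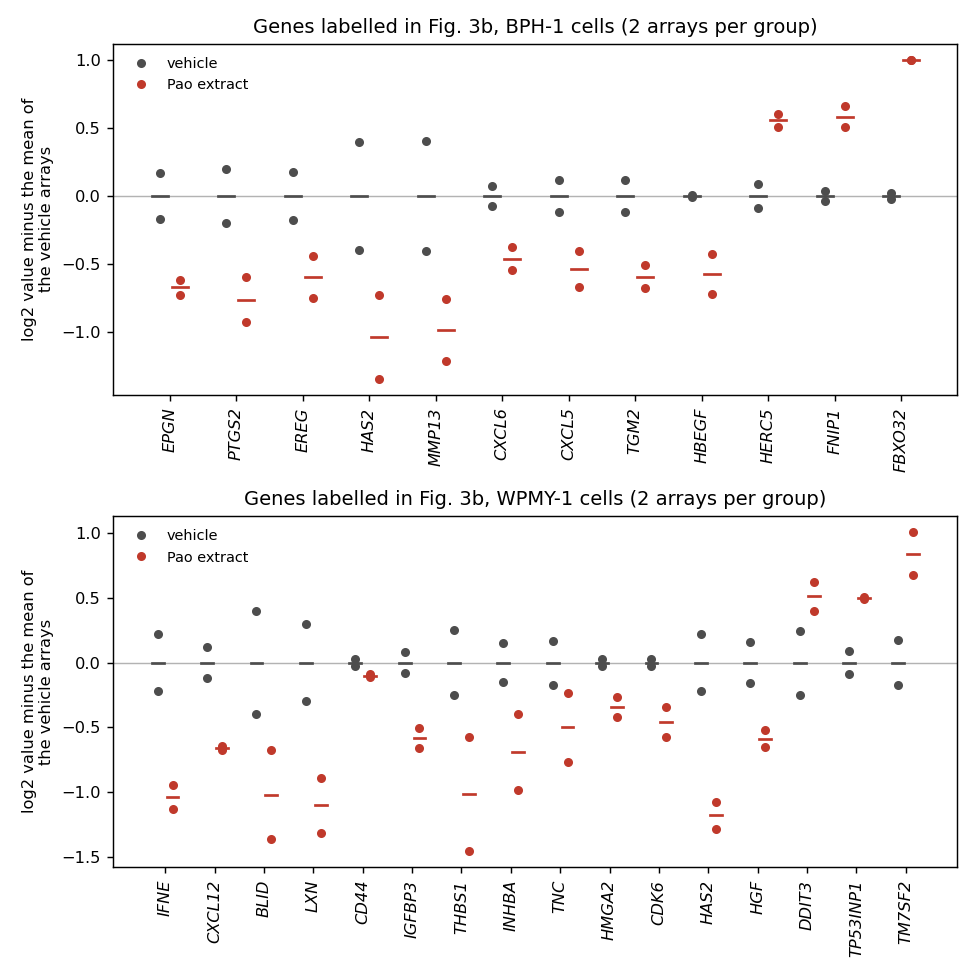
Log2 values on single arrays of the genes labelled in Fig. 3b, given as the difference from the mean of the 2 vehicle arrays of the line, with vehicle arrays in grey, Pao extract arrays in red and bars at the group means. *FBXO32* lies at 1.00 in BPH-1 cells with its arrays close together, and *CD44* in WPMY-1 cells lies at -0.10.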

We further confirmed the induction of the pro-apoptotic genes (*PDCD4*, *FBXO32* and *DDIT3*) in both BPH-1 and WPMY-1 cells by Pao extract at mRNA level (Fig. 3c). Western blotting data also indicated that Pao extract increases PDCD4 and DDIT3/CHOP at protein level (Fig. 3d).

**Fig. 3:**
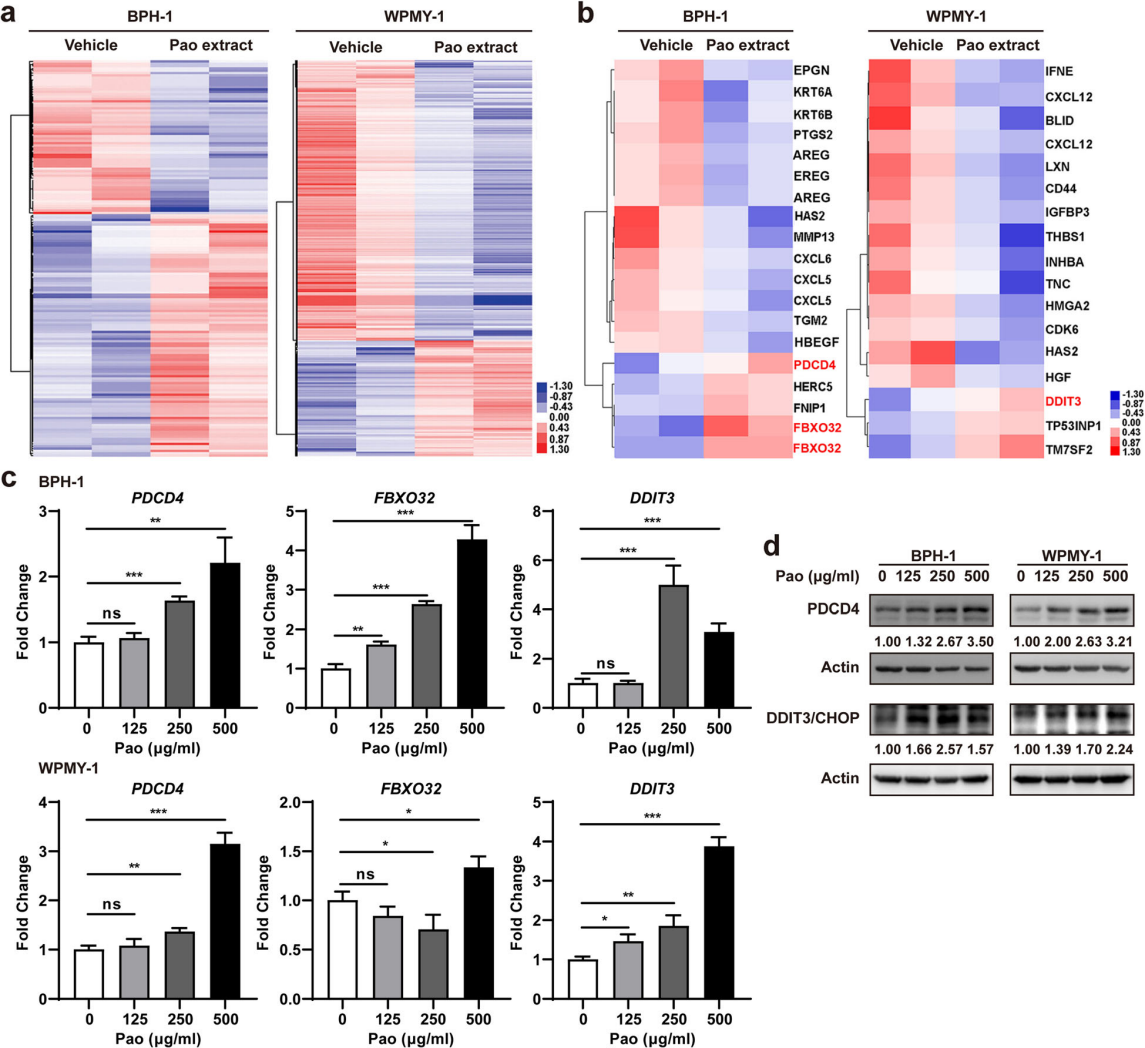
Pao extract regulated the pro-apoptotic and inflammation-associated genes in BPH-1 and WPMY-1 cells. **a** Downstream target genes of Pao extract detected by gene expression profiling analysis. BPH-1 and WPMY-1 cells were treated with Pao extract (250 μg/ml) or vehicle for 48 h. Heatmap of differentially expressed genes under the treatment of Pao extract by microarray (1.4-fold as the cutoff), compared with vehicle-treatment. Rows corresponded to genes and were ordered by hierarchical clustering. The values used for clustering were the expression levels normalized to average of all samples. **b** Heatmap of the pro-apoptotic and inflammation-associated genes from panel **a**. **c** The mRNA expression levels of pro-apoptotic and inflammation-associated genes (*PDCD4*, *DDIT3* and *FBXO32*) in BPH-1 and WPMY-1 cells by qRT-PCR. **d** The protein expression levels of pro-apoptotic and inflammation-associated genes (*PDCD4* and *DDIT3*) in BPH-1 and WPMY-1 cells by Western blotting. * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001

### Pao extract inhibited NFκB signaling pathway in BPH-1 and WPMY-1 cells

We also used the aforementioned microarray data to investigate which signaling pathways were regulated by Pao extract in both BPH-1 and WPMY-1 cells by GSEA. 

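Genes of cholesterol synthesis and uptake showed the largest shift of 23 gene lists that were written before the data were examined. In BPH-1 cells 23 of the 24 measured genes were higher with Pao extract, by a median log2 fold change of 0.49, and in WPMY-1 cells 24 of 24, by a median of 0.79. *HMGCS1*, an early enzyme of the pathway, had log2 fold changes of 1.09 in BPH-1 and 1.19 in WPMY-1 cells, and *INSIG1*, which retains the sterol sensor in the endoplasmic reticulum, had 1.14 and 0.79. The fatty acid desaturase *SCD* had 0.93 and 0.83, *MSMO1* 0.84 and 1.01, and the transcription factor gene *SREBF2* 0.33 and 0.39. When adjusted over the list alone, 20 genes were higher in BPH-1 and 22 in WPMY-1 cells, and over all genes 0 and 2. The list had an adjusted p = 1.1e-37 in BPH-1 and 5.8e-27 in WPMY-1 cells from camera, and adjusted p = 0.15 and adjusted p = 0.20 with an estimated correlation. Its members varied together between arrays, with an estimated correlation between genes of 0.66.

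Genes of lysosome and autophagy were also higher, with a median of 0.12 in BPH-1 cells and 0.20 in WPMY-1 cells, where all 28 measured genes lay above 0 (adjusted p = 1.3e-07 and adjusted p = 3.0e-07). The call was lost with an estimated correlation (adjusted p = 0.31 in both lines). *WIPI1* had log2 fold changes of 0.48 and 0.89 in BPH-1 and WPMY-1 cells, the cholesterol exporter of lysosomes *NPC1* 0.45 and 0.68, and the sialidase *NEU1* 0.45 and 0.82. When adjusted over the list alone, 3 and 4 of these genes were higher. In BPH-1 cells, interferon-stimulated genes had a median of 0.15 (adjusted p = 1.1e-12, or adjusted p = 0.17 with an estimated correlation), with *IFIT2* at 0.69 and *IFIT3* at 0.63, and 5 of 37 were higher when adjusted over the list alone. NRF2 targets had a median of 0.15 there (adjusted p = 3.4e-07, or adjusted p = 0.12 with an estimated correlation), with 0 of 23 past the test over the list alone. Targets of ATF4 and the integrated stress response had medians of 0.07 and 0.09 in BPH-1 and WPMY-1 cells (adjusted p = 2.2e-05 and adjusted p = 0.040, or adjusted p = 0.12 and adjusted p = 0.28 with an estimated correlation), led by *GDF15* at 0.70 in BPH-1 and *DDIT3* in WPMY-1 cells, with 0 of 40 past the test over the list alone. In WPMY-1 cells, stromal markers had a median of -0.19 (adjusted p = 4.0e-07) and targets of TGF-beta one of -0.18 (adjusted p = 1.8e-05). With an estimated correlation these calls were lost (adjusted p = 0.12 for stromal markers and adjusted p = 0.28 for the TGF-beta targets), as were the calls of all other lists from camera. Of 24 stromal markers 8 were lower when adjusted over the list alone, with *COL1A2* at -0.51 and *PDGFRA* at -0.38. By the same adjustment 10 of 23 targets of TGF-beta were lower, with *SKIL* at -0.51 and *TAGLN* at -0.41. Lists share members and are not separate evidence. *CXCL12* is among NFκB targets, chemokines and stromal markers, and *THBS1* among ECM genes and TGF-beta targets. In the other line, TGF-beta targets had a median of 0.03 in BPH-1 cells (adjusted p = 0.037, or adjusted p = 0.58 with an estimated correlation). There 15 of 23 lay above 0, and the sign of the median changed between settings. Interferon-stimulated genes had a median of 0.10 in WPMY-1 cells (adjusted p = 0.048, or adjusted p = 0.59 with an estimated correlation). Stromal markers had a median of -0.04 in BPH-1 cells (adjusted p = 0.24) and NRF2 targets one of 0.09 in WPMY-1 cells (adjusted p = 0.10). The gene set named in Fig. 4a was not used here.

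**Figure D2:**
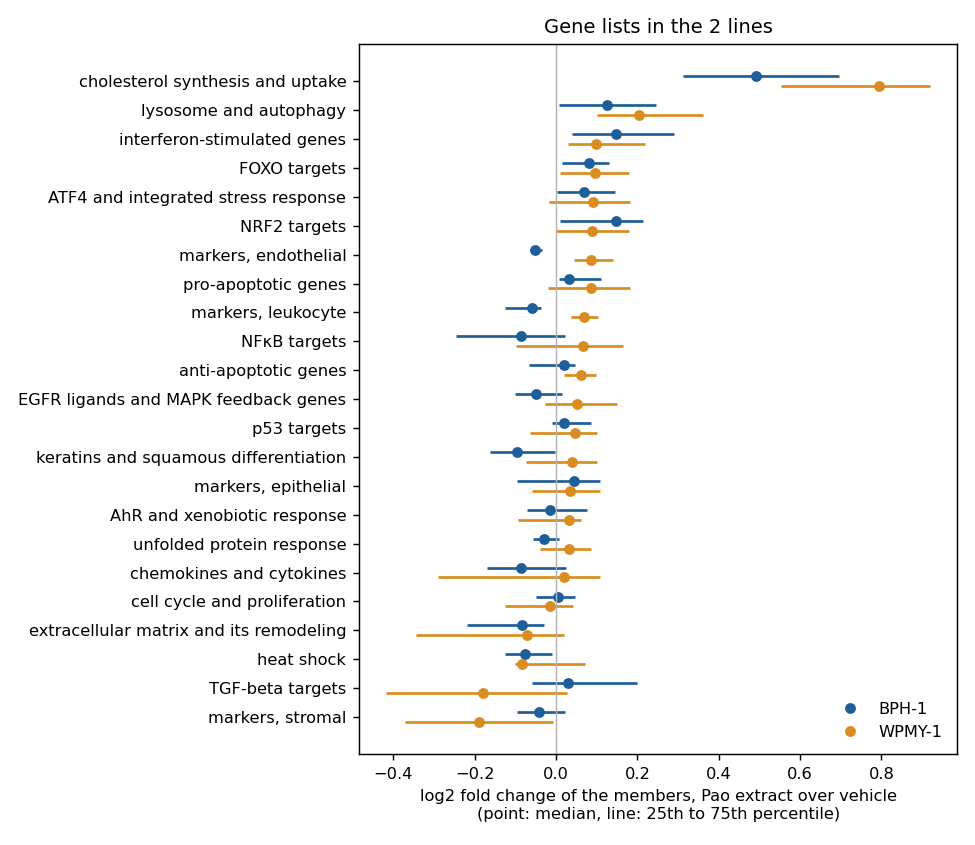
Log2 fold changes (Pao extract over vehicle) of the members of 23 gene lists, with points at the median and lines from the 25th to the 75th percentile, in BPH-1 cells (blue) and WPMY-1 cells (orange). The list of cholesterol synthesis and uptake lies farthest from 0, at 0.49 and 0.79, and stromal markers lie lowest in WPMY-1 cells, at -0.19.

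**Figure D3:**
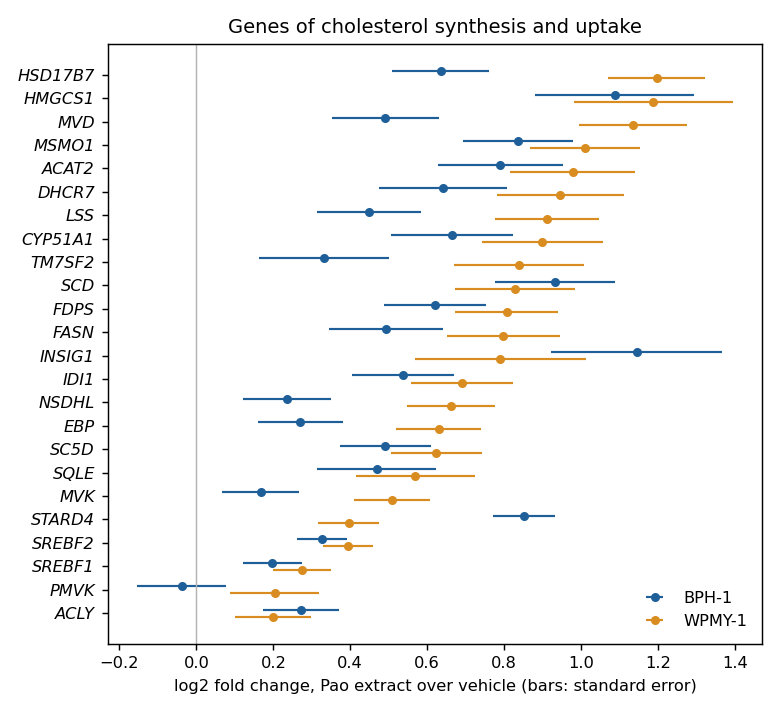
Log2 fold changes (Pao extract over vehicle) of the 24 measured genes of cholesterol synthesis and uptake in BPH-1 cells (blue) and WPMY-1 cells (orange), with bars for the standard error from limma. *PMVK* in BPH-1 cells, at -0.04, is the value below 0.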

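Of 60 measured NFκB target genes, listed from textbook knowledge before the data were examined, 39 were lower with Pao extract in BPH-1 cells and 22 in WPMY-1 cells. In BPH-1 cells the median log2 fold change was -0.09, and beside genes named above the pentraxin *PTX3* had -0.36, the chemokine *CCL20* -0.36, the interleukin *IL1A* -0.31, *CXCL3* -0.30 and *TNFAIP3*, a feedback inhibitor of NFκB, -0.25. The chemokine *CCL2*, near background there, had 0.27. Over all genes the median was -0.01 in BPH-1 and 0.03 in WPMY-1 cells. The NFκB targets had a median of 0.07 in WPMY-1 cells. There *CXCL1* had a log2 fold change of -0.38 and *PLAU* one of -0.36, while the adhesion molecule *ICAM1* had 0.57, *IL6* 0.34 and *PTGS2*, near background there, 0.33. Between arrays of the same replicate number, the median of the list in BPH-1 cells was -0.013 for number 1 and -0.12 for number 2. In WPMY-1 cells these medians were 0.099 and 0.014. None of the 60 passed limma's test over all genes in either line. When adjusted over the list alone, 5 were lower and 0 higher in BPH-1 cells, and 3 were lower and 1, *ICAM1*, higher in WPMY-1 cells.

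Against all other genes, the list was lower in BPH-1 cells by camera (adjusted p = 3.2e-05, or adjusted p = 0.21 with an estimated correlation), and in WPMY-1 cells it was not separated from them (adjusted p = 0.82, with a mean of -0.0016 below 0 beside the median above it). The difference of the response between the lines had a median of 0.16 (adjusted p = 0.042 from camera over 23 lists, or adjusted p = 0.64 with an estimated correlation). GSEA used the weighted statistic, the difference of class means and the 1000 permutations of the methods, which do not say what was permuted. Over the 22465 genes, with random gene sets as the permutations chosen here, it gave a NES of 2.70 in BPH-1 cells, where positive values mean higher expression with vehicle (permutation p = 0.0018, the smallest these permutations can give). In WPMY-1 cells the NES was 1.49 (permutation p = 0.016), carried by 13 genes at the top of the ranking, with *HAS2* and *CXCL12* first. That value was 1.04 with the signal-to-noise ratio of the legend of Fig. 4 as the metric (permutation p = 0.38), -1.49 with an unweighted statistic, 1.30 after a further quantile normalization, 1.23 without the second vehicle array and -1.08 without the second Pao extract array. Run the same way in BPH-1 cells, cholesterol genes had a NES of -2.91, interferon-stimulated genes -2.72 and ECM genes 2.35. In WPMY-1 cells ECM genes had 2.80, stromal markers 2.55, TGF-beta targets 2.43 and chemokines 2.13, all above the NFκB targets. A high NES was therefore not particular to NFκB targets. Gene-set permutation treats genes as independent, which the members of a list are not. The list of NFκB targets also holds genes that Fig. 3b labels from these same arrays, such as *HAS2* and *CXCL12*, so its NES is not independent of the paper.

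**Figure D4:**
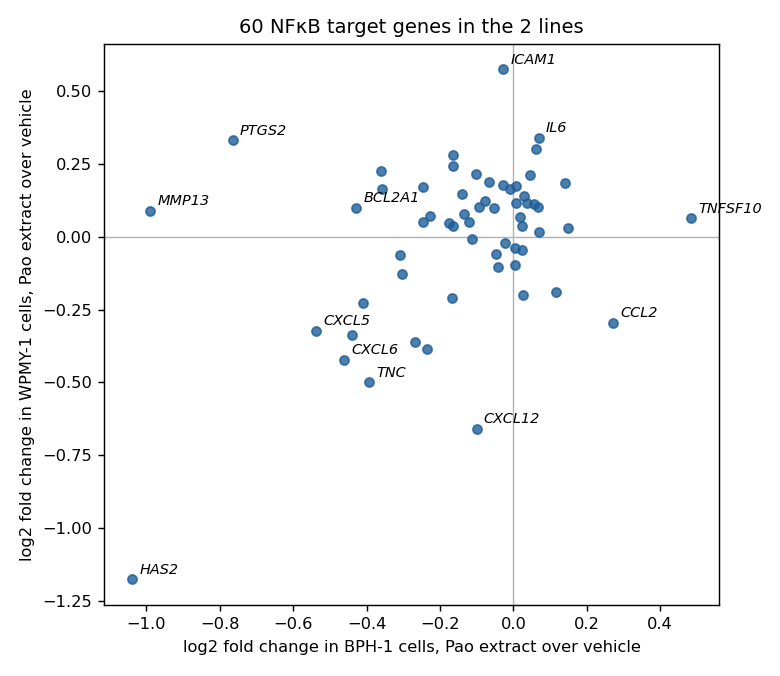
Log2 fold changes (Pao extract over vehicle) of 60 NFκB target genes in BPH-1 cells (x axis) and in WPMY-1 cells (y axis), 1 point per gene. *HAS2* lies lowest in both lines, at -1.04 and -1.18, and *MMP13* and *PTGS2* lie below 0 in BPH-1 cells alone, at 0.09 and 0.33 in WPMY-1 cells.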

The association between the down-regulation in gene set of NFκB signaling pathway and Pao extract treatment was identified in both BPH-1 cells (NES = 2.17, FDR < 0.001) and WPMY-1 cells (NES = 1.24, FDR = 0.12), respectively (Fig. 4a). The phosphorylation levels of RelA (a subunit NFκB transcription complex) were also shown to be reduced in BPH-1 and WPMY-1 cells by Pao extract using Western blotting (Fig. 4b). Moreover, NFκB-reporter was transiently transfected into BPH-1 and WPMY-1 cells, followed by Pao extract treatment. The luciferase activity from NFκB-reporter was suppressed by 60% in BPH-1 cells (*p* < 0.01) and by 62% in WPMY-1 cells (p < 0.01) using 500 μg/ml Pao extract (Fig. 4c). The expression levels of several well-known NFκB target genes involved in inflammation (*CXCL5*, *CXCL6*, and *CXCL12*) and extracellular matrix (ECM) remodeling (*HAS2*, *TNC*, and *MMP13*) were further tested. Consistently, *HAS2*, *CXCL6*, *CXCL5*, and *MMP13* were down-regulated in BPH-1 cells and *HAS2*, *CXCL6*, *CXCL12*, *TNC* were down-regulated in WPMY-1 cells by Pao extract (Fig. 4d). Altogether, it was suggested that Pao extract suppresses the activation of NFκB signaling in both BPH epithelial and stromal cells.

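On the arrays, at 250 μg/ml Pao extract, all 6 of these NFκB target genes had log2 fold changes below 0 in BPH-1 cells, and 5 of the 6 in WPMY-1 cells. *CXCL5* went from 9.35 ± 0.16 to 8.81 ± 0.19 in BPH-1 cells (SD, n = 2), a log2 fold change of -0.54 (standard error 0.16), and had -0.32 in WPMY-1 cells. *CXCL6* had -0.46 and -0.42, with a standard error of 0.098. *CXCL12*, near background in BPH-1 cells at 4.46 with vehicle and 4.36 with Pao extract, went from 7.06 ± 0.16 to 6.40 ± 0.02 in WPMY-1 cells (SD, n = 2), a log2 fold change of -0.66 (standard error 0.10). The tenascin gene *TNC* had -0.39 in BPH-1 and -0.50 in WPMY-1 cells. For *HAS2*, the values were 9.75 ± 0.56 and 8.71 ± 0.44 in BPH-1 cells and 10.00 ± 0.31 and 8.83 ± 0.14 in WPMY-1 cells, without and with Pao extract (SD, n = 2). The collagenase gene *MMP13* had a log2 fold change of -0.99 (standard error 0.24) in BPH-1 cells and was near background in WPMY-1 cells, at 3.54 and 3.63. The adjusted p-values from limma of the 6 genes lay between 0.77 and 1.00 in BPH-1 and between 0.11 and 0.89 in WPMY-1 cells, so none passed in this fit. With a block for the replicate number in each line, *HAS2* and *TNC* passed in WPMY-1 cells. The mRNA of *RELA* itself had log2 fold changes of -0.01 and 0.06. Of 45 measured genes of the ECM and its remodeling, 38 lay below 0 in BPH-1 and 31 in WPMY-1 cells, with medians of -0.08 and -0.07 (adjusted p = 7.1e-05 and adjusted p = 3.3e-06 from camera, and adjusted p = 0.12 with an estimated correlation in both lines). When adjusted over the list alone, 3 were lower in BPH-1 cells, among them the transglutaminase *TGM2* at -0.60 and the stromelysin *MMP10*, near background, at -0.42. In WPMY-1 cells 10 were lower when adjusted over the list alone, with the proteoglycan *VCAN* at -0.85, *COL5A2* at -0.53, *COL1A1* at -0.43 and the fibronectin gene *FN1* at -0.37. The list of ECM genes holds *HAS2* and *MMP13*, which Fig. 3b labels from these same arrays, so it is not independent of the paper. From the gene set analysis, the phosphorylation of RelA, the reporter activity and the target genes, the paper proposes that Pao extract suppresses the activation of NFκB signaling in both types of cells.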

**Fig. 4:**
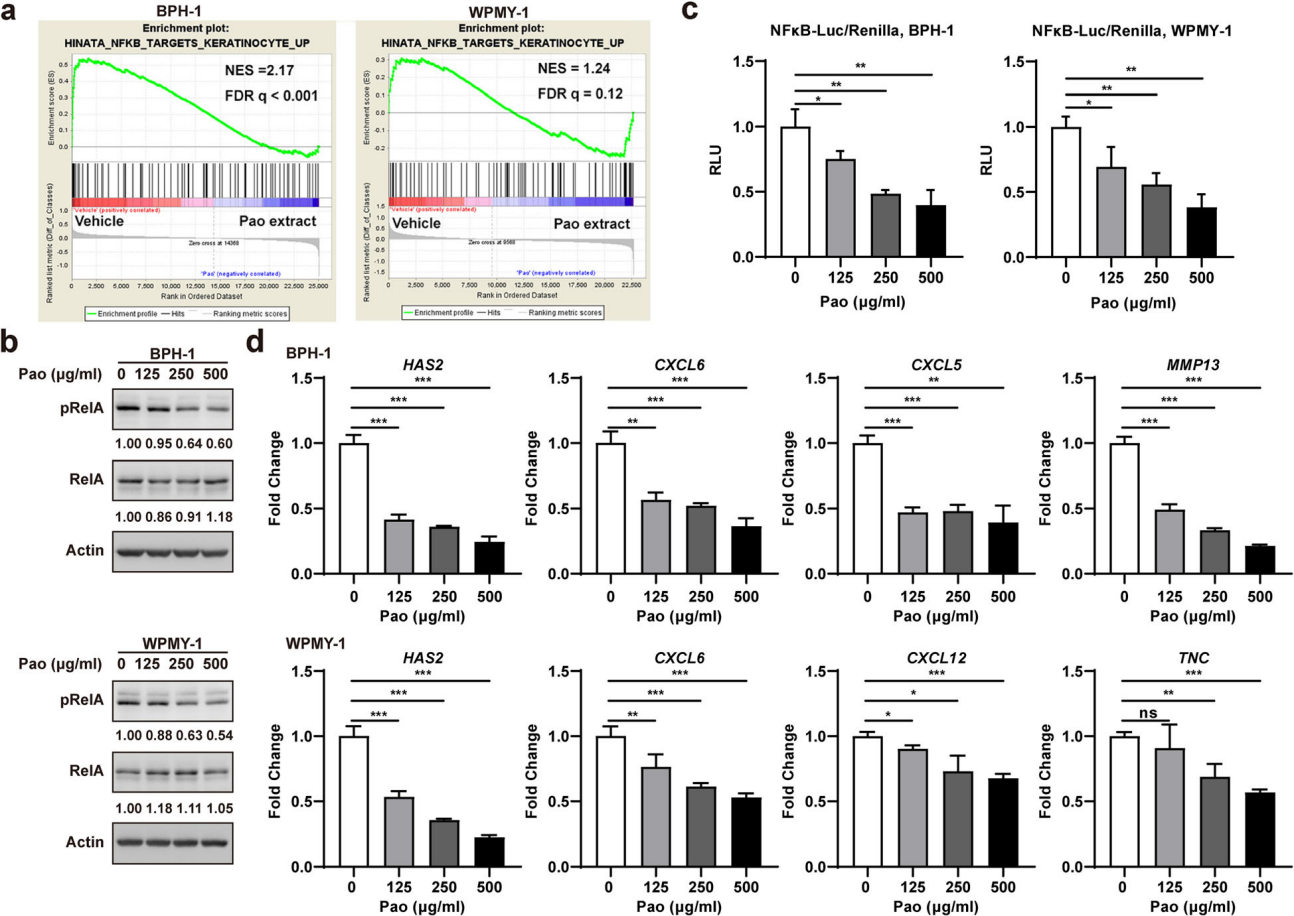
Pao extract inhibited NFκB signaling pathway in BPH-1 and WPMY-1 cells. **a** Gene set enrichment analysis identified the association between the down-regulation in gene set of NFκB signaling pathway and Pao extract treatment using microarray data from vehicle- and Pao extract-treated BPH-1 and WPMY-1 cells. In the enrichment plot, genes were ranked by signal/noise ratio according to their differential expression between vehicle- and Pao extract-treated cells. **b** Pao extract decreased phosphorylation of NFκB p65/RelA subunit in BPH-1 and WPMY-1 cells. **c** Pao extract inhibited transcriptional activities of NFκB after BPH-1 and WPMY-1 cells were treated with Pao for 36 h and 40 h, respectively. **d** Pao extract down-regulated the mRNA levels of NFκB target genes, including *CXCL5*, *CXCL6*, *CXCL12*, *HAS2*, *TNC*, and *MMP13* in BPH-1 and WPMY-1 cells by qRT-PCR. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, and ns *p* ≥ 0.05

### Pao extract inhibited NFκB signaling pathway in human BPH tissues

To validate the effects of Pao extract on human BPH, an ex vivo explant culture system was established for the tissues from BPH patients (Fig. 5a). BPH explants were treated with 0, 250 and 500 μg/ml Pao extract for 48 h, following the assessment of NFκB signaling. Consistent with the data from cultured cell lines, the phosphorylation levels of RelA were markedly decreased and the protein levels of PDCD4 and DDIT3/CHOP were increased in Pao extract-treated BPH explants (Fig. 5b). In addition, the mRNA expression levels of the downstream target genes of NFκB signaling, including *CXCL6*, *HAS2*, *CXCL5*, *CXCL12*, *MMP13* and *TNC*, were also significantly reduced (*p* < 0.01), as well as the up-regulation of the apoptosis-associated genes *PDCD4*, *DDIT3* and *FBXO32* (*p* < 0.05), in BPH explants treated with Pao extract (Fig. 5c). Taken together, it was demonstrated that Pao extract inhibited the NFκB signaling pathway in human BPH tissues.

**Fig. 5:**
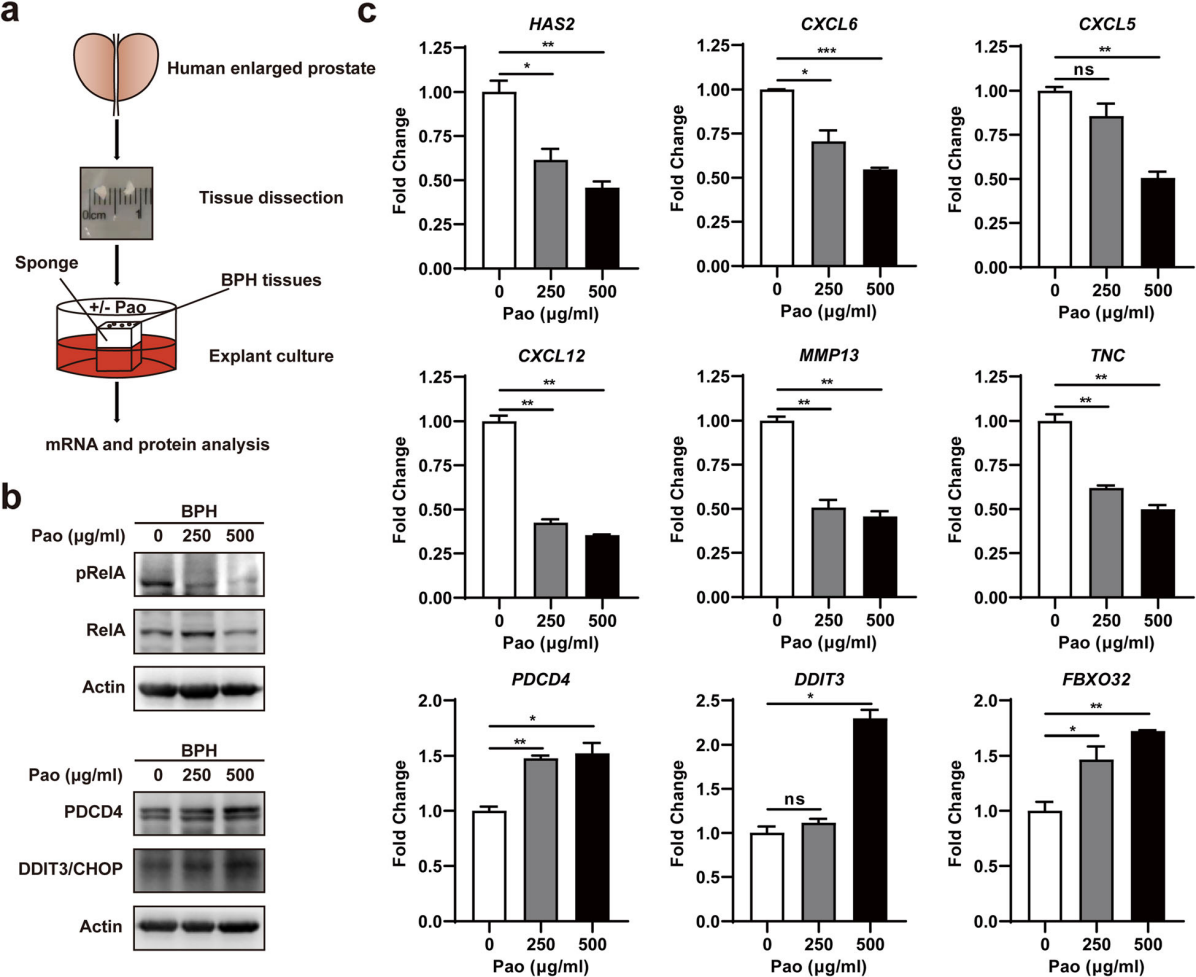
Pao extract inhibited NFκB signaling pathway in human BPH tissues. **a** Schematic diagram of the ex vivo BPH explant culture process. BPH explants were treated with 0, 250, 500 μg/ml Pao extract for 48 h. **b** The phosphorylation of RelA and protein expression levels of pro-apoptotic and inflammation-associated genes survival-associated proteins (PDCD4 and DDIT3/CHOP) were analyzed by Western blotting in BPH explants with Pao extract treatment. **c** The mRNA expression levels of target genes from NFκB signaling pathway, pro-apoptotic and inflammation-associated genes in BPH explants with Pao extract treatment by qRT-PCR. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001, and ns *p* ≥ 0.05

## Discussion

Our previous study demonstrated that Pao extract suppresses testosterone-induced BPH in a rat model. To examine its effects on human BPH sample and delineate its molecular mechanism, herein we found that Pao extract inhibited the viabilities of BPH epithelial cells and stromal cells in a dose-dependent manner, due to the increase of apoptosis and suppression of NFκB signaling. Downregulation of inflammation- and ECM remodeling-related genes via NFκB signaling was further demonstrated in human BPH cell lines in vitro and in human BPH explants ex vivo (Fig. 6).

**Fig. 6:**
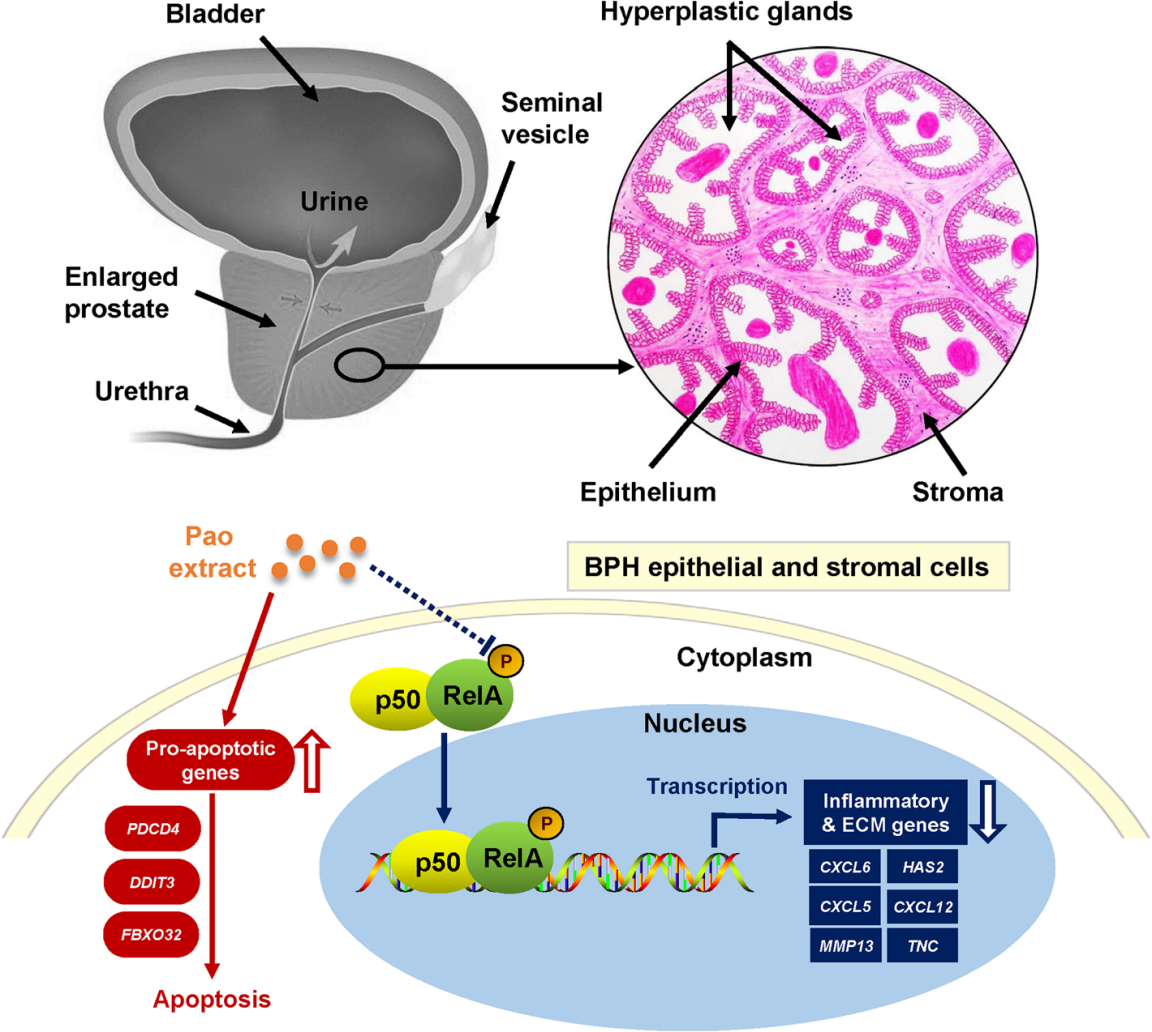
Schematic diagram of the working model for inhibitory effects of Pao extract on BPH tissues. BPH is characterized as the excessive proliferation of both epithelial and stromal cells in prostate. In both cell populations, Pao extract not only up-regulates the pro-apoptotic genes and induces apoptosis, but also inhibits the NFκB signaling and induces the inflammatory and ECM-associated genes expression via reducing phosphorylation of NFκB subunit RelA

The canonical NFκB pathway is frequently up-regulated during the progression of BPH, and the severity of BPH is correlated with activation of NFκB [19], which makes it an interesting target for BPH. For example, Elocalcitol was reported to inhibit BPH stromal cells proliferation by targeting NFκB/p65 nuclear translocation [20]. Here, we showed that Pao extract could inhibit the phosphorylation level of RelA (Ser536), leading to the decrease of transcriptional activity of NFκB complex. In addition, Pao extract increased the mRNA and protein expression levels of two pro-apoptotic proteins, PDCD4 and DDIT3/CHOP. PDCD4 was reported to directly bind with NFκB/p65 and suppressed NFκB-dependent transcription in human glioblastoma [21]. Hence, it is suggested that Pao extract may target NFκB activity in BPH at different levels.

As an age-related disease, BPH progression is accompanied by chronic inflammation and ECM remodeling around BPH nodules. The inflammatory BPH microenvironment contains various secreted cytokines and chemokines, including CXCL5, CXCL6 and CXCL12, which are the direct NFκB target genes [22–24] and can promote the proliferation of both prostatic epithelial cells and stromal fibroblasts [25–27]. For the ECM-associated genes, such as *HAS2*, *MMP13* and *TNC*, they are also target genes of NFκB signaling. *HAS2* gene encodes hyaluronan synthase 2, an enzyme that synthesizes hyaluronan (HA) in BPH tissues [28, 29]. When BPH-1 cells were cultured in 3D gel containing collagen, they proliferated faster in the collagen from aged mice (high level of HA) than that from young mice (low level of HA). Previous studies also showed that MMP13 promoted ECM degradation, and the elevated ECM glycoprotein Tenascin-C was associated with myofibroblast in BPH tissues [30, 31]. Here, we observed that Pao extract downregulates the expression levels of *CXCL5, CXCL6*, *CXCL12*, *HAS2*, *MMP13* and *TNC* in BPH-1 and WPMY-1 cells, thus indicating that Pao extract attenuates the inflammation and ECM-remodeling via inhibition of NFκB signaling in BPH.

## Conclusions

Our data have proved the inhibitory effect of Pao extract on NFκB signaling pathway in two cell lines derived from human BPH and ex vivo explants from human BPH patients. Using Pao extract as a negative regulator of NFκB signaling may be a promising phytotherapeutic agent for BPH.

## Supplementary information

**Additional file 1: Figure S1.** Flow cytometry analysis on vehicle treated-BPH-1 cells (a) and WPMY-1 cells (b) stained with negative control buffer (Unstained), FITC-Annexin-V dye only (FITC only) and PI dye only (PI only). Representative plots were shown.

**Additional file 2: Table S1.** The sequences of primers used in quantitative real-time PCR assay.

## Data Availability

All microarray files are available from the NCBI GEO Datasets (accession number GSE128856). Other datasets used and/or analyzed during the current study are available from the corresponding author on reasonable request.

## Abbreviations

BPH: Benign prostatic hyperplasia
GSEA: Gene set enrichment analysis
LUTS: Lower urinary tract symptoms
5-ARIs: 5α-reductase inhibitors
IPSS: International Prostate Symptom Score
TCA: Trichloroacetic acid
SRB: Sulforhodamine B
OD: Optical density
PI: Propidium iodide
BSA: Bovine serum albumin
HRP: Horseradish peroxidase
ECM: Extracellular matrix
HA: Hyaluronan

# Supplementary material for: Pao Pereira extract suppresses benign prostatic hyperplasia by inhibiting inflammation-associated NFκB signaling
**Source:** BMC Complement Med Ther. 2020 May 16;20:150. doi: 10.1186/s12906-020-02943-2
**Supplement:** Supplementary file 2 — Additional file 2: Table S1. The sequences of primers used in quantitative real-time PCR assay.

**Table S1. The sequences of primers used in qRT-PCR assay.**

| **Gene** | **Direction** | **Sequence (5’-3’)** |
| --- | --- | --- |
| *HAS2* | Forward | GTACACAGCCTTCAGAGCAC |
| *HAS2* | Reverse | TCTGTACATTCCCAGAGGTCCA |
| *ACTB* | Forward | CAGAGCCTCGCCTTTGCCGATC |
| *ACTB* | Reverse | CATCCATGGTGAGCTGGCGGCG |
| *CXCL6* | Forward | TGCGTTGCACTTGTTTACGC |
| *CXCL6* | Reverse | TCCAGAAAACTGCTCCGCTG |
| *CXCL5* | Forward | GAGAGCTGCGTTGCGTTTG |
| *CXCL5* | Reverse | TTTCCTTGTTTCCACCGTCCA |
| *CXCL12* | Forward | GCCAAGGTCGTGGTCGT |
| *CXCL12* | Reverse | CTTTAGCTTCGGGTCAATGCAC |
| *DDIT3* | Forward | CCTTTCTCCTTCGGGACACT |
| *DDIT3* | Reverse | CTCTGGGAGGTGCTTGTGAC |
| *FBXO32* | Forward | CTTCACTGACCTGCCTTTGTG |
| *FBXO32* | Reverse | TCCTTGGGTAACATCGGACAAG |
| *MMP13* | Forward | GCCATTACCAGTCTCCGAGG |
| *MMP13* | Reverse | TGTCATAACCATTAAGAGCCCA |
| *PDCD4* | Forward | TCTGGGAAAGGAAGGGGACT |
| *PDCD4* | Reverse | TGCCAACACTGGTACTCCAC |
| *TNC* | Forward | CCAAAGAGCCAACAAGCCAC |
| *TNC* | Reverse | AACGGTGTCTTCCAGAGCAG |

How the deposited data were processed for this re-analysis (not part of the article)

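Gene expression was measured on Affymetrix human transcriptome arrays in BPH-1 and WPMY-1 cells treated with vehicle or with 250 μg/ml Pao extract, with 2 arrays in each of the 4 groups. The submitters' processing notes name RMA, without a version, and the genome build behind the probe sets is not given in the sources used here, so no coordinates are reported. The authors deposited log2 values after RMA, 1 value per probe set and array, for 67528 probe sets. RMA has already corrected the background and brought the arrays to a common distribution, so the values were used as they are, with no pseudocount and no filter. The deposited table holds no detection calls, and log2 values at the level of leukocyte markers (medians from 4.37 to 4.65) were read as near background. Single leukocyte markers lay above these medians, so the background of a probe set may be higher, and values not flagged as near background may still be. A difference taken against such a value is a lower bound, and where both groups lie there it is no measure of expression.

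Probe sets were named through the platform annotation. Of the probe sets, 23781 carry 1 symbol, 1543 carry several and were not named, and 42204 are not listed. Of the named ones, 21497 match the RefSeq gene table of GRCh38.p14 by gene ID. For 479 genes with several probe sets, the one with the highest mean over the 8 arrays was taken, and 2366 probe sets of the whole table share their 8 values with another probe set.

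The arrays were grouped by line and treatment. A linear model with 1 mean per group was fitted over all 8 arrays with limma 3.58.1 in R 4.3.3, with empirical Bayes moderation and 4 residual degrees of freedom, which gave the effect of Pao extract in each line and the difference of the effects. P-values were adjusted with the Benjamini-Hochberg method over the 22465 genes of each comparison. Counts at 1.4-fold use the difference of the mean log2 values, as the paper's cutoff is stated without a test. Gene lists were tested with camera from limma with a preset correlation of 0.01, adjusted over 23 lists and both lines, then with an estimated correlation and with fry, which asks whether a list moves in 1 direction without comparing it with other genes. All calls of a list with the preset correlation were lost with the estimated one. For NRF2 targets and ECM genes the estimated correlation, 0.0088 and 0.0071, lay below the preset one. Their unadjusted p from camera in BPH-1 cells still rose from 4.4e-08 to 0.0052 and from 2.0e-05 to 0.011. For these lists the loss is therefore not due to a higher correlation between members. Some genes are on more than 1 list, so the lists are not independent of each other. Several lists also hold genes that Fig. 3b labels from these same arrays. Among them are NFκB targets, chemokines, pro-apoptotic genes, ECM genes and EGFR ligands, so their results are not independent of the paper. GSEA was run with a weighted statistic, the difference of class means and 1000 random gene sets. It was run on a list of NFκB targets, since the gene set of Fig. 4a was not used here, and in the same way on the other lists.

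The choices were fixed before the data were examined, apart from those named as made later. The genes named in the text follow a rule set then. It takes every gene the paper names in the text or in Fig. 3b, for each line and direction the 10 genes with the largest log2 fold change among those past limma's test with no overlap between the arrays of the groups, filled up by size from the genes past 1.4-fold, and up to 4 members of each list. A few further members of a list, and genes shared by both lines, were named after their values were seen. The gene lists cover NFκB targets, chemokines and cytokines, pro-apoptotic and anti-apoptotic genes, the integrated stress response, the unfolded protein response, p53 targets, the cell cycle, the ECM, TGF-beta targets, EGFR ligands and feedback genes, cholesterol synthesis and uptake, xenobiotic response, NRF2 targets, interferon-stimulated genes, FOXO targets, heat shock, lysosome and autophagy, keratins, and markers of epithelium, stroma, endothelium and leukocytes.

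The scripts were tested on simulated data for the BPH-1 comparison over 22465 genes, made from the real means and from the spreads after limma's moderation. Of 50 genes changed by 1.40-fold, 44 were called, and all 50 genes at each larger size (2, 2.83 and 4-fold), with 11 false calls. The simulated noise was independent between arrays, so it leaves out any structure that arrays share. Moderated spreads are also more even than the raw ones. In the real BPH-1 comparison no gene passed the test, so the simulated rates do not carry over to the real data. The alternatives were a further quantile normalization, centring of each array, a filter on dim genes, other choices of probe sets, a fit within each line, other variance models, a replicate block, the methods' t-test, other cutoffs, and leaving out each array in turn. *PDCD4*, *KRT6A*, *KRT6B* and *AREG* have no probe set listed with their symbol alone and were not analysed here.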

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

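The tests of further SREBP targets, of LXR targets, of drift with the replicate number and of other splits of the arrays were chosen after the results were seen, and the bounds on the spread in the tests of NFκB targets were set after their values were seen. Lists were flagged where camera with a preset correlation passed an adjusted p of 0.05 in genes that the paper does not discuss, or in the difference of the response between the lines, and no such call passed with an estimated correlation.

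Genes of cholesterol synthesis and uptake were higher in both lines, by medians of 0.49 and 0.79, and the difference between the lines had a median of 0.19. A shift of the normalization with signal level is argued against by level-matched genes, whose median was -0.031 in the line where it lay farther from 0. A dependence on 1 array is argued against by the medians after leaving out each array, which kept at least 0.75 of the full value. For drift with the replicate number, the first test compared the largest median difference between the 2 arrays of a group, 0.29 in the Pao extract arrays of BPH-1 cells, with the median of the treatment. Its share of 0.59 left the question undecided, and the test was replaced after that result was seen. The lowest median between the Pao extract and vehicle arrays of the same number, 0.44, was put in its place. The 4 differences within a number had medians from 0.44 to 0.76, with at least 23 of 24 members higher. What goes with the number is balanced over the treatments by the design, so these values restate the difference and are no separate test. The median of 10 further targets of the sterol-regulated factor SREBP lay above 100% of random lists matched on level in both lines. That list was written after the results were seen and holds genes already seen to be higher, such as *ACSS2* and *FADS2*, and random lists leave out the correlation between members, so it decides nothing about SREBP. A difference in cell density or in the vehicle was not tested.

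NFκB targets had a median below 0 in BPH-1 cells and above 0 in WPMY-1 cells, with a median difference of 0.16. The NES of 1.49 in WPMY-1 cells pointed to lower expression there too. Over all genes the medians were -0.014 in BPH-1 and 0.031 in WPMY-1 cells. Markers of endothelium and leukocytes differed between the lines by medians of 0.14 and 0.13, so lists near background differ by almost as much. For a lack of signal in WPMY-1 cells, the members above the median level there had a median of 0.062, but members go both ways (SD 0.27), so this decides nothing. With each array left out, the medians were at most -0.048 in BPH-1 cells and at least 0.017 in WPMY-1 cells, which lies within the same spread, and the NES turned to -1.08 without the second Pao extract array of WPMY-1 cells, so dependence on 1 array stays open there. The identity of the lines, an epithelial and a myofibroblast line, stays open as an untested biological difference, and the difference between lines did not pass with an estimated correlation (adjusted p = 0.64).

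The number of genes past 1.4-fold in BPH-1 cells was 67 for the split by treatment and 83 for the split by replicate number, and 8 for the third split of the 4 arrays. In WPMY-1 cells these were 230, 148 and 21. With 3 splits no share under 0.05 can be had. The split by number holds each treatment once on either side, so what goes with the number is balanced in the comparison by treatment, and its counts are no measure of the spread within that comparison.

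Further lists with values in BPH-1 cells that the paper does not discuss were the integrated stress response (median log2 fold change 0.068), p53 targets (0.020), TGF-beta targets (0.029), NRF2 targets (0.15), interferon-stimulated genes (0.15), FOXO targets (0.082), heat shock genes (-0.077), lysosome and autophagy (0.125), keratins (-0.096) and leukocyte markers (-0.060). In WPMY-1 cells they were the integrated stress response (0.092), cell cycle genes (-0.016), TGF-beta targets (-0.18), interferon-stimulated genes (0.10), lysosome and autophagy (0.20) and stromal markers (-0.19). With the preset correlation alone, camera separated the response of the lines, as WPMY-1 minus BPH-1 medians, for TGF-beta targets (-0.26, adjusted p = 2.2e-07), stromal markers (-0.17, adjusted p = 5.4e-04), EGFR ligands and feedback genes (0.15), leukocyte markers (0.13), cell cycle genes (-0.028) and interferon-stimulated genes (-0.024), the last 4 each at an adjusted p of 0.031. With an estimated correlation the calls were lost, with an adjusted p = 0.60 for TGF-beta targets, stromal markers and cell cycle genes and an adjusted p = 0.64 for the other 3. The 15 genes past limma's test in WPMY-1 cells are not named by the paper. The 20 genes higher past 1.4-fold in both lines are not discussed as a group by the paper.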

How the results depend on the processing

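One alternative, a replicate block shared by both lines, was chosen after seeing the data. The depth of an array is its signal over background, which limits values near 4.5. The sources do not say that a replicate number marks a shared batch. Arrays with the same number deviated together over genes, with r = 0.50 between the groups of BPH-1 cells, 0.43 between those of WPMY-1 cells and 0.20 to 0.34 across lines. With a replicate block in each line, limma called 3 genes higher and 0 lower in BPH-1 cells and 98 and 125 in WPMY-1 cells, and with the shared replicate block 1 and 0, and 12 and 18. The lists of NFκB targets, chemokines, pro-apoptotic, ECM and cholesterol genes kept their side of the threshold under the block within lines, leukocyte markers in BPH-1 cells lost their call (adjusted p = 0.066), and chemokines in WPMY-1 cells (median 0.018) lost theirs under the shared block.

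Genes past limma in BPH-1 cells, 0 and 0, became 1 higher without the dimmer genes, 1 higher at an adjusted p under 0.1, and 575 and 583 by the methods' t-test without adjustment. In WPMY-1 cells the 10 and 5 genes became 3 and 1 after quantile normalization, 3 and 0 after centring, 4 and 2 over probe sets with 1 symbol, 0 and 0 over all probe sets, 0 and 0 with the arrays of the line alone, 6 higher with a trend and robust variance, 21 and 9 at an adjusted p under 0.1, 1017 and 610 by the methods' t-test without adjustment and 0 and 0 with it. Leaving out each array gave 0 to 5 and 0 to 4 there, where the lone array left in a group is assumed to vary like the others.

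Genes past 1.4-fold, 53 and 14 in BPH-1 and 88 and 142 in WPMY-1 cells, became 191, 106, 365 and 762 over all probe sets, 11, 2, 42 and 33 with the methods' t-test added, and 27, 52 and 74 at 1.5-fold (not the lower genes of BPH-1 cells). Without the dimmer genes 9 were lower in BPH-1 and 61 in WPMY-1 cells, by construction over fewer genes. Leaving out each array gave 75 to 106, 29 to 55, 93 to 201 and 105 to 377. Genes higher in both lines, 20, numbered 11 at 1.5-fold and 13 to 25 with each array left out, and genes lower in both, 1, numbered 1 to 7. No setting called a gene in the difference between lines. With an array left out, its group rests on 1 array in place of a mean of 2. By construction this raises the spread of the differences, so a higher count at 1.4-fold does not single out an array.

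With an estimated correlation and with fry, the calls of these lists were lost at unchanged medians, namely NFκB targets (-0.086), chemokines (-0.085), pro-apoptotic genes (0.032), ECM genes (-0.083) and cholesterol genes (0.49) in BPH-1 cells, and chemokines (0.018), ECM genes (-0.070) and cholesterol genes (0.79) in WPMY-1 cells. Pro-apoptotic genes also lost theirs without the dimmer genes (0.030). The mixed test of fry lets members go either way and gives no direction. It passed for NFκB targets (adjusted p = 0.046 in BPH-1 and 0.044 in WPMY-1 cells) and cholesterol genes (0.044 and 0.036). It also passed for chemokines in WPMY-1 cells (0.036). It did not pass for ECM genes (0.066 and 0.083), nor for pro-apoptotic genes or chemokines in BPH-1 cells (both 0.12). The median of chemokines in WPMY-1 cells turned to -0.0037 after centring and -0.18 without the dimmer genes, and ranged from -0.056 to 0.018 with each array left out, against -0.11 to -0.039 in BPH-1 cells. The median of cell cycle genes in WPMY-1 cells turned to 0.017 after quantile normalization, and that of TGF-beta targets in BPH-1 cells ranged from -0.014 to 0.097. The NES of NFκB targets in WPMY-1 cells, 1.49, was 1.04 with the signal-to-noise ratio, -1.49 unweighted, 1.30 after quantile normalization, and -1.08 to 1.70 with each array left out. In BPH-1 cells it lay from 2.31 to 2.52 with each array left out. Where no construction is named, the cause was not tested.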

Differences from the paper's values

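At the cutoff of 1.4-fold, the paper reports 106 genes higher in BPH-1 cells, and the value here was 53. Of the alternatives set before the data were examined, leaving out 1 of the 4 arrays of the line gave 76, 75, 78 and 106, within 1.5 times of the paper's value and equal to it without the second Pao extract array. The other alternatives did not come within 1.5 times, with 55 after a further quantile normalization, 66 after centring, 54 for all probe sets with 1 symbol and 191 for all probe sets of the table. For genes lower in BPH-1 cells, the paper reports 68 and the value here was 14. Without the first Pao extract array it was 55, within 1.5 times, and under the other alternatives it lay from 2 to 43, or at 106 for all probe sets of the table. For genes higher in WPMY-1 cells, the paper reports 212 and the value here was 88. Without the second vehicle array it was 201 and without the first Pao extract array 156, both within 1.5 times, and the other alternatives gave from 42 to 113, or 365 for all probe sets of the table. For genes lower in WPMY-1 cells, the paper reports 511 and the value here was 142. All probe sets of the table gave 762 and the arrays without the second vehicle array 377, both within 1.5 times, and the others from 33 to 312. No alternative over all arrays came within 1.5 times for all 4 counts, and leaving out an array changes the counts of 1 line alone. A match in 1 count therefore does not identify how the paper counted. The paper states the cutoff without saying which probe sets were counted.

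Of the 28 measured labels of Fig. 3b (12 in BPH-1 and 16 in WPMY-1 cells, with *HAS2* in both), all had the direction drawn there. Past 1.4-fold were 11 of 12 in BPH-1 cells and 13 of 16 in WPMY-1 cells. The exceptions were *CXCL6* in BPH-1 cells (1.38-fold lower) and *CD44*, *HMGA2* and *CDK6* in WPMY-1 cells, with log2 fold changes of -0.10, -0.34 and -0.46. A second, dimmer probe set listed for *CD44* had -0.70 in WPMY-1 cells. The text counts inflammation-associated genes among those induced. In BPH-1 cells the interferon-induced *HERC5* had 0.56, whereas *PTGS2*, *CXCL5*, *CXCL6* and *MMP13* had log2 fold changes of -0.77, -0.54, -0.46 and -0.99, which is the direction drawn in Fig. 3b. The paper states that *FBXO32* and *DDIT3* were induced in both lines by RT-qPCR. On the arrays at 250 μg/ml, *DDIT3* had 0.43 and 0.51, and *FBXO32* had 1.00 in BPH-1 cells and -0.19 in WPMY-1 cells. For NFκB signaling the paper states a decrease in both lines with another gene set. With the list used here the NES had the paper's direction in both lines, at 2.70 and 1.49. That list holds genes labelled in Fig. 3b from these arrays, so the shared direction is not independent evidence. The median log2 fold change of the list was -0.09 in BPH-1 and 0.07 in WPMY-1 cells. With a block for the replicate number in each line, *FBXO32* in BPH-1 cells passed an adjusted p of 0.05 from limma. In WPMY-1 cells *HAS2*, *TNC*, *LXN*, *IFNE*, *BLID*, *THBS1*, *IGFBP3* and *TM7SF2* passed too. None of them passes in the fit without a block, and the block shared by both lines called fewer genes.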

Other observations

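The test of LXR targets was chosen after the results were seen, and its bound on the spread and its division by line were set after its own values were seen. In BPH-1 cells, targets of FOXO factors had a median log2 fold change of 0.08 (adjusted p = 6.5e-06 from camera, or adjusted p = 0.21 with an estimated correlation), with 18 of 21 above 0. Beside *FBXO32*, they were led by *KLHL24* at 0.55, *CITED2* at 0.40 and *IRS2* at 0.36, and 2 were higher when adjusted over the list alone. In WPMY-1 cells their median was 0.10 (adjusted p = 0.24), with *KLHL24* at 0.56 and *FOXO1* at -0.30. EGFR ligands and MAPK feedback genes had medians of -0.05 and 0.05 in BPH-1 and WPMY-1 cells (adjusted p = 0.086 and adjusted p = 0.15). In BPH-1 cells *EPGN*, *EREG* and *HBEGF* were lower when adjusted over the list alone, while the immediate early gene *EGR1* stood at 0.77. *EPGN*, *EREG* and *HBEGF* are labelled in Fig. 3b from these same arrays, so their calls are not independent of the paper. Keratins and genes of squamous differentiation had a median of -0.10 in BPH-1 cells (adjusted p = 7.8e-04, or adjusted p = 0.31 with an estimated correlation), with *KRT6C* at -0.67, and 0.04 in WPMY-1 cells, where the test pointed below 0 (adjusted p = 0.84).

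The list of p53 targets had medians of 0.02 and 0.05 in BPH-1 and WPMY-1 cells (adjusted p = 0.010, or adjusted p = 0.44 with an estimated correlation, and adjusted p = 0.85), with *GDF15* at 0.70 and 0.46. Cell cycle genes had medians of 0.01 and -0.02 (adjusted p = 0.74 and adjusted p = 0.010, the latter adjusted p = 0.28 with an estimated correlation), with 0 of 52 past the test over the list alone, and in BPH-1 cells their mean lay below 0. Genes of the unfolded protein response had -0.03 and 0.03, heat shock genes -0.08 and -0.08, and genes of the xenobiotic response -0.01 and 0.03, where the mean had the other sign in each line. Markers of epithelium had 0.05 and 0.03, endothelium -0.05 and 0.09, and leukocytes -0.06 and 0.07, the last 2 near background.

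Some RNA genes went past 1.4-fold in opposite directions, namely *MIR21*, *MIR222* and *UCA1*, the last near background in WPMY-1 cells (4.71 and 4.09). *MIR21* had a log2 fold change of 0.74 in BPH-1 and -0.63 in WPMY-1 cells, with an adjusted p = 0.69 for the difference from limma. They were named after their values were seen. Of the 142 genes lower past 1.4-fold in WPMY-1 cells, 42 are small RNAs and 17 pseudogenes, against 6 and 5 of the 88 higher ones. Several of them lie below background in both groups, such as *MIR4439* (3.46 and 2.79) and *RNU7-9P* (3.03 and 2.36). The share of either class among all genes was not counted, so no effect on a class is shown. In BPH-1 cells 6 of the 53 higher genes and 0 of the 14 lower ones were small RNAs, which are too few to give a direction.

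Less sterol in the cells may underlie higher genes of cholesterol synthesis, and targets of LXR, which sterols activate, would then be lower. The 6 measured LXR targets were not lower, with medians of 0.06 and 0.16, the 95.69th percentile of random lists in BPH-1 cells and the 99.04th in WPMY-1 cells. In BPH-1 cells the median lies within the spread of the members (SD 0.13), which leaves the hypothesis open there. In WPMY-1 cells all 6 lay above 0, with a median above the spread (SD 0.07), which argues against lower LXR targets there, with the limits that the genes are few and that random lists leave out the correlation between members. The transport of cholesterol out of lysosomes was not measured.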
